A study of Flaveria ramosissima and Flaveria robusta and Flaveria sonorensis with 9 samples. Its data were reported in "What Matters for C4 Transporters: Evolutionary Changes of Phosphoenolpyruvate Transporter for C4 Photosynthesis" (2020).

How the data were processed

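Leaves of 4 Flaveria species were sequenced by mRNA-seq with 150 bp paired-end reads. Per the labels, plants were grown at a light intensity of 200 (µmol per square metre and second), 22 °C, 16 h light and 8 h dark, and 70% humidity. The authors aligned the reads to the genome sequence of each species with STAR (V2.7) and estimated transcript abundance with RSEM (V1.3.3), per the methods stated for the RNA-seq of these species. Those methods give other growth conditions than the labels and do not describe the low CO2 treatment. The deposited values are TPM (transcript abundance scaled to a fixed total), 1 column per library and 3 numbered columns per sample. How genes of different species were placed on common rows is not given in the sources used here. RSEM divides reads that match several gene copies between those copies, so values of near-identical copies are uncertain.

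All 24 columns were assigned to samples by the sample code in the labels, and 0 columns were left unused. Of 29566 rows, 8 were left out of the tests because their 4 IDs occur more than once. TPM values were used as deposited and no rescaling was made except as a named alternative. TPM is relative within a library, so a rise in a few abundant genes lowers all others. The columns sum to less than that total (85.9% to 92.6% of it). Because TPM keeps no depth, precision was judged from the spread between libraries only.

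The tests, the alternatives and the rule for named genes were set before the data were examined, from labels that list 1 sample per species and CO2 level. For these tests the value of a sample was log2 of the mean TPM of its 3 libraries plus a pseudocount of 1, so changes of low genes are understated. Genes with a mean of at least 1 TPM over the 8 samples were tested. A linear model with species and CO2 level as terms was fitted with limma 3.58.1 in R 4.3.3 (eBayes with a mean-variance trend, two-sided), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The CO2 term gave the shared change and the species terms gave the differences from F. robusta. Within a species, changes were counted without a test. Named genes were to be the largest shared rises and falls past the threshold with the same sign in 4 species. As none passed it, the rule gave the same without the threshold, at a mean of at least 10 TPM and at most 2 IDs each way. The files do not pair the IDs with gene names, so no other IDs are named.

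After the table was seen to hold 3 libraries per sample, fits on libraries were added. These were a test of 3 against 3 libraries within each species (mean of at least 1 TPM in that species), and a model of the 24 libraries with 1 mean per sample. The latter was run on the 8632 genes with a mean of at least 1 TPM in each species, and gave the mean change of the species and an F test of the difference of the change between species. Exact permutation tests were used for single values (the number of genes detected and the mean change of a set of genes), which were also added after the table was seen.

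Each fit was tested on simulated data with 200 changed genes. With a log2 change of 1, the shared change was recovered for 32% of them over 17720 genes and 56.5% over 8632 genes. The 24-library model recovered 96% for the mean change and 26% for the difference between species. With a log2 change of 3, the F. trinervia against F. robusta contrast recovered 79%. Recovery depends on the share of genes changed, so these values do not give the power in the real data. Alternatives covered the pseudocount, the minimum TPM, median-ratio and quantile scaling, the variance trend, library weights, the replicate block, and leaving out each library or species. The tests of PPT1, PPT2 and the gene lists were not run, because 0 members of the lists matched an ID. The mixed-organ F. ramosissima sample was not analysed here.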

Results

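Leaf transcript abundance was examined in 4 species of Flaveria, a genus whose members range from C3 to C4 photosynthesis. C3 plants fix CO2 directly through Rubisco in the mesophyll. C4 plants first fix CO2 in the mesophyll and release it again around Rubisco in the bundle sheath. C3-C4 plants are intermediate between C3 and C4 plants. The species were F. robusta (C3), F. sonorensis (Type I C3-C4), F. ramosissima (Type II C3-C4) and F. trinervia (C4). Newly expanded mature leaves were taken from plants at a control CO2 level, given in the labels as 380, and from plants kept for 4 weeks at a low level, given as 100. The labels write both levels in the unit used for light intensity, so they are quoted here as labelled. Each of the 8 combinations of species and CO2 level was 1 sample with 3 numbered libraries in the deposited table, which makes 24 libraries. The sources used here do not say whether the 3 libraries of a sample came from separate plants. They also do not say whether each CO2 level had more than 1 growth run. Another F. ramosissima sample, a long-read library of mixed organs, was not analysed here.

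The table held 29566 gene IDs with a TPM value in each library, where TPM is transcript abundance scaled to a fixed total per library. Each row of the table is treated here as 1 gene. TPM keeps no record of the number of reads, so the depth of the libraries is unknown and no counting interval can be given. The values of a library summed to between 85.9% and 92.6% of that total. The sums were lowest in F. sonorensis, where the highest of the 6 libraries reached 87.0%. Of the gene IDs, 12251 were above 0 in all 4 species, 7232 in 1 species only, and 1137 in none of the 24 libraries. The IDs carry no gene names (0 of the IDs held one), and 0 members of the planned gene lists could be matched. Abundance of the phosphoenolpyruvate transporters PPT1 and PPT2, on which the study centres, and of the C4 shuttle, photorespiration and Calvin-Benson genes was therefore not analysed here.

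The 3 libraries of a sample were close to each other in 7 of the 8 samples. Across genes present in every species, the rank correlation between libraries of one sample lay between 0.939 and 0.987 outside the F. ramosissima control. In genes of at least 500 TPM, the median coefficient of variation over the 3 libraries was between 8.89% and 12.6% in these samples. The F. ramosissima control was the exception, with a median coefficient of variation of 30.1% and rank correlations down to 0.835. Its library 3 held 12814 genes at 1 TPM or more, against 16565 and 15876 in libraries 1 and 2.

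The number of genes at 1 TPM or more was compared between CO2 levels. In F. robusta it was 13361 ± 284 (SD, n = 3 libraries) at control and 13007 ± 241 at low CO2. In F. sonorensis it was 14537 ± 53.9 and 14183 ± 150. In F. ramosissima it was 15085 ± 1997 and 14947 ± 642, and in F. trinervia 13814 ± 274 and 13522 ± 70.3. The mean difference of the 4 species (low minus control) was -285 genes. This difference was not larger than the spread between libraries (exact permutation test within species over 160000 arrangements, two-sided p = 0.376). Of the 4 exact tests within species, those of F. sonorensis and F. trinervia gave p = 0.1, which is the smallest that 3 libraries against 3 allow. The difference was -354 in F. robusta, -354 in F. sonorensis and -292 in F. trinervia, and these species were not tested together without F. ramosissima. The size and p-value of the mean difference of the 4 species moved most with single F. ramosissima control libraries. This mean difference was -569 without control library 3 (exact permutation p = 0.0011), -99.7 without control library 1 (p = 0.828) and -186 without control library 2 (p = 0.633). Within F. ramosissima the difference was -138 with all 6 libraries. It was -1274 without control library 3, -509 without low CO2 library 3, and above 0 when any 1 of the other 4 libraries was left out.

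**Figure D1:**
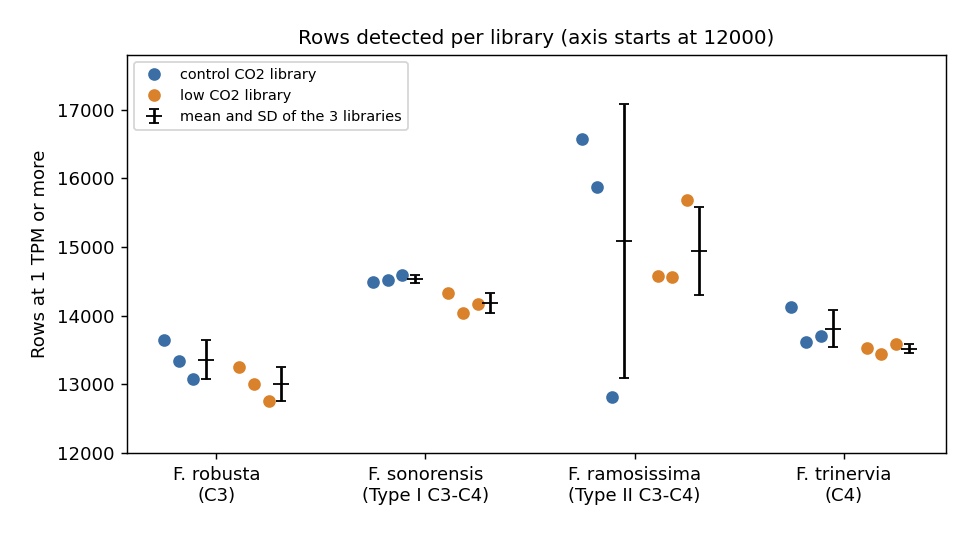
Rows of the table (gene IDs) at 1 TPM or more in each of the 24 libraries, by species and CO2 level, with the mean and SD of the 3 libraries of a sample as black marks; the vertical axis does not start at 0. F. ramosissima control library 3, at 12814, lies below libraries 1 and 2 of the same sample at 16565 and 15876.

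The first question was whether a change at low CO2 was shared by the 4 species. With 1 value per sample (the mean TPM of its 3 libraries) and species as a block, limma called 0 of 17720 genes at a Benjamini-Hochberg adjusted p below 0.05. The smallest adjusted p was 0.0722, and 3388 genes had an unadjusted p below 0.05. The alternative that moved this count most was the choice of genes, made after the data were examined. Among the 8632 genes with a mean of at least 1 TPM in each species, the same model called 1017 genes, 359 higher and 658 lower at low CO2. The direction of these calls depended on the scaling of the samples. After median-ratio scaling 483 were higher and 390 lower, and after quantile normalization 443 were higher and 453 lower. Leaving out a species, which leaves 6 samples in the fit, gave 239 calls without F. robusta, 497 without F. sonorensis, 184 without F. trinervia and 0 without F. ramosissima, where 1977 genes had an unadjusted p below 0.05 in limma. Of the 8632 genes, 1351 rose and 2043 fell in all 4 species. Together these were 39.3% of the genes, where independent signs would give 12.5%.

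No gene passed the threshold over the 17720 genes. By the rule for that case, 4 IDs are named as the largest shared rises and falls that had the same sign in all 4 species and a mean of at least 10 TPM. Gene16815 rose by 3.98 on the log2(TPM + 1) scale (SE 0.62, limma adjusted p = 0.0751). Its mean TPM went from 19.96 ± 5.02 (SD, n = 3 libraries) to 1084 ± 310 in F. sonorensis and from 14.3 ± 0.700 to 311 ± 310 in F. trinervia. In F. ramosissima it went from 2.0 ± 1.34 to 49.6 ± 42.4, and in F. robusta from 12.1 ± 1.05 to 44.4 ± 54.4. The low CO2 libraries of F. sonorensis, F. ramosissima and F. trinervia all lay above every control library of the species, while in F. robusta 1 low CO2 library (6.35 TPM) lay below the control libraries. Gene00811 rose by 2.92 (SE 0.71, adjusted p = 0.128), from 5.20 ± 0.510 to 146.7 ± 19.3 TPM in F. sonorensis, from 0.447 ± 0.244 to 12.7 ± 12.6 TPM in F. ramosissima, from 0.673 ± 0.331 to 19.5 ± 18.9 TPM in F. trinervia and from 8.73 ± 0.951 to 10.7 ± 6.59 TPM in F. robusta. All low CO2 libraries lay above every control library in F. sonorensis, F. ramosissima (5.27 TPM or more against at most 0.66) and F. trinervia (7.37 or more against at most 1.02). The libraries overlapped in F. robusta, where the rise rested on low CO2 library 1 (18.15 TPM). The other low CO2 libraries there (8.11 and 5.74 TPM) lay below the control mean. Low CO2 library 1 was also the highest of its sample for Gene16815 in all 4 species, and for Gene00811 in all except F. sonorensis.

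Gene04686 fell by 4.15 (SE 0.73, adjusted p = 0.0829). It went from 680 ± 344 to 10.7 ± 4.13 TPM in F. robusta, from 203 ± 15.7 to 3.22 ± 0.900 in F. sonorensis, from 191 ± 91.3 to 19.3 ± 17.8 in F. ramosissima and from 290 ± 107 to 77.5 ± 25.1 in F. trinervia. Gene05193 fell by 3.80 (SE 0.48, adjusted p = 0.0722), from 100.0 ± 44.9 to 2.90 ± 3.23 TPM in F. trinervia, from 44.0 ± 35.9 to 0.763 ± 0.569 in F. sonorensis and from 9.45 ± 3.68 to 1.58 ± 0.494 in F. robusta. In F. ramosissima it went from 41.9 ± 45.7 to 2.07 ± 0.807, and control library 3 (2.47 TPM) lay within the range of the low CO2 libraries. Among the 8632 genes present in every species, limma gave these 4 IDs adjusted p-values of 0.0167, 0.0366, 0.0201 and 0.0158 in the order named here. Over 16 alternatives the adjusted p ranged from 0.0167 to 0.369 for Gene16815, from 0.0361 to 0.470 for Gene00811, from 0.0201 to 0.369 for Gene04686 and from 0.0158 to 0.364 for Gene05193. The sign of the change held in all of them, but the IDs were chosen for the same sign in 4 species. Most of the alternatives could not turn such a sign over, so this is no support for the changes.

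**Figure D2:**
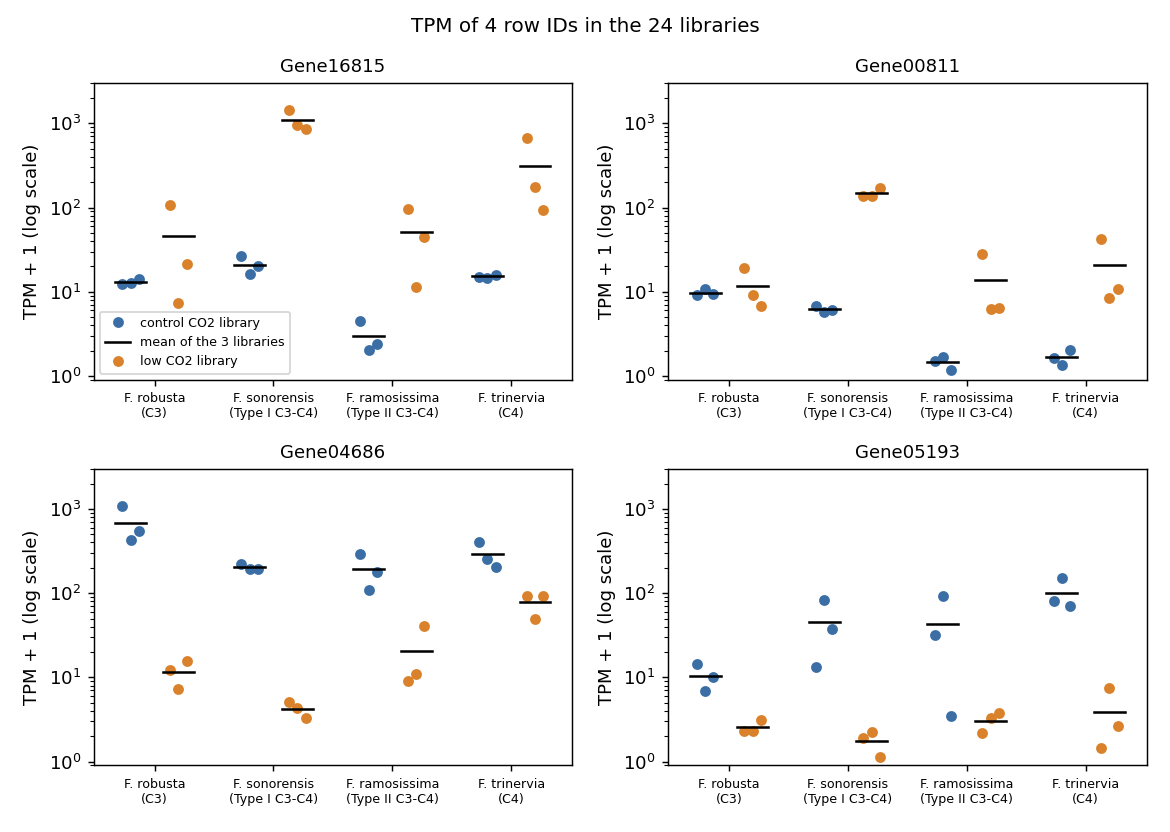
TPM + 1 on a log scale of the 4 named IDs in each of the 24 libraries, by species and CO2 level; black lines are the means of the 3 libraries of a sample. The low CO2 libraries of Gene04686 lie below the control libraries in every species, while the F. robusta low CO2 libraries of Gene16815 and Gene00811 lie on both sides of the control libraries.

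Within each species the low CO2 sample was then set against the control sample, without a test. Genes with at least 10 TPM in 1 or both samples were counted when log2((TPM + 1) at low CO2 over control) was at least 1 in size. In F. robusta 303 genes rose and 645 fell among 6419, in F. sonorensis 333 rose and 514 fell among 8176, in F. ramosissima 318 rose and 631 fell among 6473, and in F. trinervia 327 rose and 495 fell among 6748. After median-ratio scaling the rising and falling counts were 468 and 456 in F. ramosissima and 426 and 438 in F. sonorensis, while they were 353 and 574 in F. robusta and 347 and 468 in F. trinervia. Without control library 3 the F. ramosissima counts were 246 and 825. A minimum of 50 TPM moved these counts by the largest ratio, to between 318 and 383 genes per species.

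The 3 libraries per sample also allowed a limma test within each species, which was added after the data were examined. If the libraries of a sample were prepared from one pool of plants, the test compares those libraries and not the CO2 levels. If each CO2 level had 1 growth run, CO2 and run cannot be separated, even with separate plants. At an adjusted p below 0.05, limma called 1674 genes higher and 2530 lower at low CO2 in F. robusta among 13391. In F. sonorensis it called 1450 higher and 2272 lower among 14578, and in F. trinervia 1280 higher and 1505 lower among 13793. In F. ramosissima it called 4 genes higher and 0 lower among 15638, with 1735 genes at an unadjusted p below 0.05, and the 4 changes lay between 2.96 and 4.28 (log2). The median residual SD was 0.443 in F. ramosissima and between 0.202 and 0.208 in the other 3 species. In simulated data with a log2 change of 1 in 200 genes, the F. ramosissima test recovered 0% of them and the other 3 tests between 51.5% and 53.5%. The low count in F. ramosissima therefore does not show that fewer genes changed there. Each of its 6 libraries moved the count when left out. Without control library 3 the test called 11 genes higher and 12 lower, without control library 1 it called 1, and when leaving out any 1 of the other 4 libraries it called 0 (709 to 1659 genes at an unadjusted p below 0.05).

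The excess of falling genes within F. sonorensis was not seen under either scaling, and that within F. robusta was seen after median-ratio scaling but not after quantile normalization. Median-ratio scaling gave 2085 higher and 2464 lower in F. robusta, 2013 higher and 1911 lower in F. sonorensis, and 1370 higher and 1541 lower in F. trinervia. Quantile normalization moved the median change of all genes by 0.12 (log2) in F. robusta and 0.13 in F. sonorensis. It gave 2598 higher and 2277 lower in F. robusta, and 2000 higher and 1891 lower in F. sonorensis. In F. trinervia the counts after quantile normalization were 1453 and 1491. Leaving out 1 library moved the count by over 1.5 times in 3 cases outside F. ramosissima. These were control library 3 of F. sonorensis (2047 calls), control library 2 of F. trinervia (1803 calls) and low CO2 library 3 of F. trinervia (1459 calls).

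The calls in different species were compared over the 8632 genes present in every species. No libraries are shared between species. F. robusta and F. sonorensis had 1203 called genes in common, and 90.7% of these changed in the same direction. The 1091 genes with the same direction compare with 422 if the calls were independent. F. robusta and F. trinervia shared 844 genes with the same direction (307 if independent), and F. sonorensis and F. trinervia shared 784 (276 if independent). In all 3 species 192 genes rose and 248 fell. In F. ramosissima, where almost no gene was called, 186 of the 192 rose and 244 of the 248 fell.

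A single value per library, with the same limit on what the libraries stand for, gave the same direction. Over the 2498 genes called in F. sonorensis, the mean change in the direction seen there was 0.49 ± 0.07 (SE, log2) in F. robusta, 0.48 ± 0.13 in F. ramosissima and 0.41 ± 0.04 in F. trinervia. Each had an exact permutation p of 0.1 (two-sided), the smallest that 3 libraries against 3 allow. The mean of the 3 species was 0.46 (exact permutation test over 8000 arrangements, two-sided p = 0.00025, the smallest they can give). Without control library 3 the F. ramosissima value was 0.53.

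The similarity of the low CO2 changes was described by their correlation across genes, which are not independent replicates. Over 17720 genes, Pearson's r for the 6 pairs of species was lowest between F. robusta and F. trinervia (0.245, Spearman 0.266). It was 0.357 between F. robusta and F. sonorensis (Spearman 0.345), 0.380 between F. robusta and F. ramosissima (0.383), 0.367 between F. sonorensis and F. ramosissima (0.363), 0.351 between F. sonorensis and F. trinervia (0.327) and 0.392 between F. ramosissima and F. trinervia (0.346). Restriction to the 8632 genes present in every species moved these values most, to between 0.363 for F. robusta and F. trinervia and 0.533 for F. ramosissima and F. trinervia. The C3 and the C4 species had the lowest correlation in both sets of genes. With 1 library per sample in place of the mean, their correlation was 0.177 ± 0.083 (mean and SD of 81 combinations). The means of the other pairs were 0.239 to 0.283. For single libraries, the difference from the nearest pairs lies within this SD, though the combinations reuse the same libraries. The spread of the correlations of sample means was not estimated, so whether their difference exceeds it stays open.

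**Figure D3:**
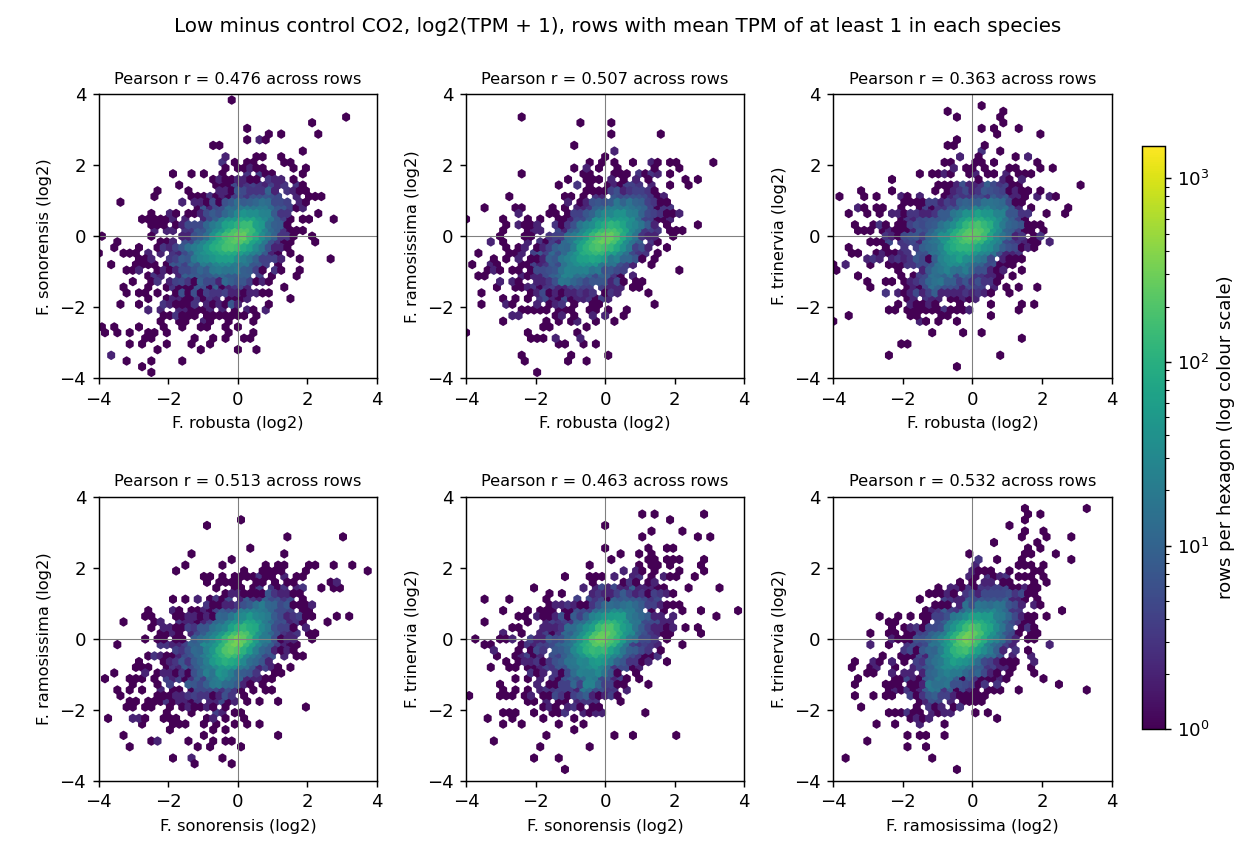
Low minus control CO2 change, log2(TPM + 1), of the genes with a mean of at least 1 TPM in each species, for the 6 pairs of species; colour gives the number of genes per hexagon, and genes beyond the axis limits are not drawn. Pearson's r across genes runs from 0.363 (F. robusta and F. trinervia) to 0.533 (F. ramosissima and F. trinervia).

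A model of all 24 libraries, also added after the data were examined, gave the mean low CO2 change of the 4 species relative to the spread between libraries, with the same limit on what the libraries stand for. Over 8632 genes limma called 1456 genes higher and 2225 lower, and 2646 of the 3681 had the same direction in all 4 species. The split between higher and lower calls turned over with scaling, to 2198 higher and 1826 lower after median-ratio scaling. In this model Gene16815 rose by 3.55 (log2, adjusted p = 8.04e-07) and Gene00811 by 2.701 (2.2e-07), while the change was -4.20 for Gene04686 (2.66e-10) and -3.54 for Gene05193 (1.65e-06). Each had the same sign in 4 of 4 species, as the rule that named these IDs required. The low CO2 change differed between species in 952 genes (limma F test of the species by CO2 interaction, adjusted p below 0.05; 2265 genes at an unadjusted p below 0.05). By the sign of the estimated change alone, 783 of these had both directions among the species and 169 had the same direction in all 4. A change near 0 counts by its sign here, so the 783 are not all opposite responses. Of the 481 genes of this set called within at least 2 of F. robusta, F. sonorensis and F. trinervia, 161 were called in opposite directions. The difference between species was called for Gene16815 (adjusted p = 0.0371), Gene00811 (0.00267) and Gene04686 (0.00132), and not for Gene05193 (0.236). The count was 1622 without F. ramosissima control library 2 and 2025 without control library 3.

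Differences in transcript abundance between photosynthetic types were taken from the first model, with each species set against F. robusta and 1 species per type, so that type and species cannot be separated. The residual of that model is the variation of the low CO2 change between species, with 2 values per species. Its p-values therefore do not measure the spread between plants. Reads were aligned to a separate genome for each species, and how the rows pair genes across species is unknown. Part of the called differences may come from this and not from transcript abundance. Among 17720 genes limma called 5175 higher and 3889 lower in F. trinervia at an adjusted p below 0.05. It called 8094 higher and 2975 lower in F. sonorensis, and 5369 higher and 6703 lower in F. ramosissima. Between 26.1% and 28.4% of the called genes were listed at 0 in every library of 1 of the 2 species compared. Restriction to the 8632 genes present in every species gave 2609 higher and 1676 lower in F. trinervia, 4858 and 853 in F. sonorensis, and 1461 and 3892 in F. ramosissima. After median-ratio scaling of these genes the counts were 2061 and 2077, 1806 and 1951, and 2463 and 2369 in the same order.

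The direction of these differences followed the scaling of the samples. Median-ratio scaling moved the median over all genes by -0.73 (log2) in F. sonorensis, 0.61 in F. ramosissima and -0.15 in F. trinervia, relative to F. robusta. After it, 4011 genes were higher and 4615 lower in F. sonorensis, 7197 higher and 4325 lower in F. ramosissima, and 4450 higher and 4470 lower in F. trinervia. The number of called genes changed less, from 11069 to 8626, from 12072 to 11522 and from 9064 to 8920 in the same order.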

Values the study reported

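The study reported a TPM of 2,053 for the expressed copy of PPT1 in F. trinervia. In F. ramosissima it reported a TPM of 272 for one copy of PPT1 and a TPM of 1 for the other.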

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

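Except for the relabelling of libraries and the comparison of control levels between species, the tests in this part were chosen after the result was seen. The low CO2 change of 952 genes differed between the 4 species in the F test over 24 libraries. It stands out because the effect of one treatment was tested for a difference between groups and that difference passed the threshold. Chance in how the libraries fell into groups can be excluded for the count, as far as the 3 libraries of a sample are independent, since after the common change was subtracted only 1 of 100 labellings of the libraries (the real one) gave as many genes, and the highest count among the others was 56. If the 3 libraries came from one pool of plants, the difference is one between pools and may come from the plants taken and not from CO2, which the table cannot test. Contrasts of single pairs of species moved when 1 library was left out, as the F test count did (679 to 2025). F. trinervia against F. robusta gave the most calls (655, or 386 to 1177 without 1 library). F. trinervia against F. ramosissima gave the fewest (111, or 36 to 692). The other pairs are not given here.

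Several technical explanations are argued against. A single library as the whole cause would bring the count near the level of relabelled libraries, but the lowest count with each library left out in turn was 679. The count rose to 1622 without F. ramosissima control library 2 and to 2025 without control library 3. The authors' scaling to a fixed total cannot be the whole cause, since 1125 genes were called after median-ratio scaling. Low values near the floor of the log scale cannot be either, since the share called was 11.4% among genes with at least 5 TPM in each species and 11.03% among all genes tested.

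A response of one direction that differed only in size between species stays open. Of the 481 genes of this set that were called within at least 2 of F. robusta, F. sonorensis and F. trinervia, 161 were called in opposite directions, but the set was chosen by a test of difference, which favours such genes. Over all 8632 genes, between 89.3% and 93.0% of the calls shared by 2 of these species had the same direction.

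The pairing of genes across species stays open. If a row joined different gene copies in different species, its level would differ between species as well as its change. The called genes had a median SD over species of 0.91 in their control level (log2), above the range of 0.74 to 0.83 over 1000 draws of uncalled genes with the same mean level. Such rows may therefore account for part of the difference, but genes whose regulation diverged between species would show the same, and the table cannot tell these apart. A biological difference between the species in their response to low CO2, by photosynthetic type or otherwise, is an untested candidate, since each type is 1 species. Differences in the age or growth of the leaves taken were not tested.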

How the results depend on the processing

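The pseudocount, filter, scaling and trend alternatives of the 8-sample fits, and leaving out each species, were planned. Everything on single libraries, and the restriction to genes with at least 1 TPM in each species, was chosen after seeing the data. For counts and values, 193 comparisons with an alternative stayed within 1.5 times, within the spread or on the same side of the threshold, and the others are given here. Such a count takes no account of direction, and the split between higher and lower calls turned over with scaling for several of them, as given in the report. The changes of the 4 named IDs passed the threshold in 3 or 4 of 16 alternatives each. Their direction held in all of these, which says little, as the IDs were chosen for the same sign in 4 species.

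The shared change gave 0 calls with pseudocounts of 0.1 and 5, without a filter, under both scalings and without a variance trend. A minimum mean of 5 TPM gave 335 calls (133 higher, 202 lower), and at least 1 TPM in each species gave 1017, or 873 with median-ratio scaling and 896 with quantile normalization. Fewer genes were tested in these fits (10534 and 8632), and simulated changes were recovered more often in the 8632 genes. Leaving out a species, with 6 samples in each fit, gave 0 over all genes and 0 to 497 over genes with at least 1 TPM in each species. Leaving out F. ramosissima control library 3 was run over all genes alone and gave 0 there, as with all libraries. The 8 exchanges of CO2 levels within species are too few to exclude chance. Over 8632 genes 1 of 8 (the real one) gave as many calls. Over 17720 genes the real count was 0, so that all 8 gave as many says nothing about chance.

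The species differences from F. robusta fell with the number of genes tested. At a minimum mean of 5 TPM they were 5641 for F. trinervia, 6757 for F. sonorensis and 7328 for F. ramosissima. With at least 1 TPM in each species they were 4285, 5711 and 5353, after median-ratio scaling of these 4138, 3757 and 4832, and after quantile normalization 4080, 3868 and 4633. Leaving out 1 of the species outside the contrast gave 7458 to 8560, 9747 to 10709 and 11743 to 11745. For F. ramosissima over all genes the lower share of calls was 55.5% as deposited, 37.5% after median-ratio scaling and 62.4% after quantile normalization; for F. sonorensis it was 26.9%, 53.5% and 44.1%. The cause of the differing scale was not tested.

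The untested counts within each species followed the minimum TPM. In F. trinervia, F. ramosissima, F. sonorensis and F. robusta there were 1264, 1576, 1416 and 1607 genes at 1 TPM and 375, 383, 318 and 362 at 50 TPM. Leaving out the 10 highest genes and rescaling gave 922, 1098, 1020 and 1135. Without control library 3 F. ramosissima had 1071.

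The correlation of changes rose at a minimum mean of 10 TPM, to 0.455 for F. robusta and F. sonorensis, 0.476 for F. robusta and F. ramosissima, 0.484 for F. sonorensis and F. ramosissima and 0.429 for F. sonorensis and F. trinervia. With at least 1 TPM in each species the 6 values were 0.476 (F. robusta and F. sonorensis), 0.507 (F. robusta and F. ramosissima), 0.363 (F. robusta and F. trinervia), 0.513 (F. sonorensis and F. ramosissima), 0.463 (F. sonorensis and F. trinervia) and 0.533 (F. ramosissima and F. trinervia). Without F. ramosissima control library 3, over all genes, its 3 pairs gave 0.343, 0.366 and 0.428. The cause was not tested.

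Library weights moved the tests of 3 against 3 libraries to 7780 calls in F. robusta, 112 in F. ramosissima and 4605 in F. trinervia. Leaving out 1 library gave 2849 to 3763 in F. robusta, 2047 to 3145 in F. sonorensis, 0 to 23 in F. ramosissima and 1459 to 2345 in F. trinervia. The count moved by over 1.5 times without control library 3 of F. sonorensis (2047), control library 2 (1803) or low CO2 library 3 (1459) of F. trinervia, and each F. ramosissima library (23 without control library 3, 1 without control library 1, and 0 by limma without each of the others, with 709 to 1659 genes at an unadjusted p below 0.05). Of the 10 splits of the 6 libraries in each species, 1 (the real one) gave as many calls, and the others gave 0. These 10 splits alone are too few to exclude chance within a species. For F. robusta, F. ramosissima and F. trinervia together chance can be excluded as far as the libraries are independent, since no other of the 8000 arrangements except the mirror of the real one gave as large a mean change over the genes called in F. sonorensis. If the 3 libraries of a sample came from one pool of plants, these counts concern libraries and not the CO2 levels. Even with separate plants, CO2 cannot be separated from the growth run if each CO2 level had 1 run. A difference between runs could also give changes shared by the species.

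The mean change over 24 libraries was called in 5723 of 17720 genes with at least 1 TPM over all libraries and in 2267 genes with at least 5 TPM in each species, against 3681. Leaving out 1 library gave 3359 to 4471. Chance in how libraries fell into groups can be excluded on the same condition, since 1 of 100 labellings (the real one) gave as many calls and the others at most 245. The difference between species was called in 2687 and 519 genes under these filters, in 1453 after quantile normalization and in 5124 with library weights. Leaving out 1 library gave 679 to 2025, with 1622 without F. ramosissima control library 2 and 2025 without control library 3. The cause of the moves under scaling and weights was not tested. The estimated weights ran from 0.054 to 7.53.

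The mean difference in genes detected ran from -569 to -99.7 with 1 library left out, and passed the threshold only without F. ramosissima control library 3 (-569, exact permutation p = 0.0011).

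Pairing of the libraries by replicate number was tested between species only, and was not seen there over all pairs together. The correlation of the deviations of same-numbered control and low CO2 libraries of a species ran from -0.23 to 0.41. In F. trinervia this correlation was 0.32, 0.41 and -0.006 for numbers 1, 2 and 3, so pairing within that species stays open. Between species at one CO2 level it ran from -0.39 to 0.36, with a mean of 0.036 (exact permutation of the numbers, one-sided p = 0.156), though single genes can go together. With the replicate block limma made 0 calls in F. ramosissima (1340 genes at an unadjusted p below 0.05), 3882 in F. robusta, 3697 in F. sonorensis and 3118 in F. trinervia, 3437 for the mean change and 740 for the difference between species. Of these counts only that of F. trinervia rose with the block (2785 without it). The library depth is unknown, so its effect on low genes could not be separated from the minimum TPM. Alternatives for PPT1, PPT2 and the gene lists were not run.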

Other observations

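The tests in this part were chosen after the patterns were seen. F. ramosissima control library 3 stood apart from control libraries 1 and 2. Over 8638 genes with at least 5 TPM in the species, its median log2 difference from the other 2 control libraries was -0.47, with 1019 genes over 4-fold lower and 9 over 4-fold higher, where log2(TPM + 1) was compared. In the other 5 F. ramosissima libraries, set against the other 2 of their sample, at most 68 genes were over 4-fold lower and at most 122 over 4-fold higher. It listed 42 of these genes at 0, against at most 5 in the others.

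Some explanations for this library are argued against. The 10 genes of highest TPM took more of its sum, but that allows a shift of all other genes of only -0.0778 (log2). A wider set of abundant genes could account for more, since the top 200 genes held 63.0% of its TPM and 50.8% and 53.3% of libraries 1 and 2. Fewer reads alone are unlikely to be the whole cause, because 253 of the 2060 genes with a mean of at least 50 TPM in libraries 1 and 2 were over 4-fold lower and 0 were over 4-fold higher, while at most 31 fell that far between libraries 1 and 2. A low CO2 library in its place is argued against by the 440 genes that changed in the 3 other species. On these its score (log2, mean of rising minus mean of falling genes, divided by 2) lay 0.16 above the mean of libraries 1 and 2, within their own distance of 0.25 from that mean, while the low CO2 libraries scored 0.69 to 1.27. A library of another species of the table would correlate most with that species. Its highest rank correlation with another species was 0.682 (with F. robusta), while that with libraries 1 and 2 was at least 0.835.

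A mixture with another species of the table stays open. It would raise the correlation with that species, and the correlation was below the lowest of the other 5 F. ramosissima libraries for each species (a difference of -0.016 for F. robusta, the nearest), but a library that deviates throughout would hide a small share. A plant of another accession or of mixed origin stays open too. In the 1274 genes above 0 in F. ramosissima alone and with at least 5 TPM, library 3 differed by a median of -0.91 (log2), outside the range of -0.53 to -0.34 over 1000 level-matched draws of genes found in all 4 species. Degraded RNA or another leaf state could give the same, and the table holds neither gene lengths nor genotypes, so these cannot be told apart.

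F. ramosissima also had far more genes of its own. Of the gene IDs, 5106 were above 0 in F. ramosissima alone, against 829 in F. robusta alone, 584 in F. sonorensis alone and 713 in F. trinervia alone. A greater depth of its libraries would add genes near 0 TPM, but 853 of these genes had a mean of at least 10 TPM there, against 54, 41 and 39 in the other 3 species. How the rows were built, for example with the genes of F. ramosissima as the starting set, may account for the excess, and this was not tested, nor was a biological explanation.

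The F. ramosissima sample of mixed organs is labelled Type I C3-C4, while the leaf samples of the species are labelled Type II.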
